# Sevoflurane Induces Ferroptosis of Glioma Cells Through Activating the ATF4-CHAC1 Pathway

**DOI:** 10.3389/fonc.2022.859621

**Published:** 2022-03-17

**Authors:** Yingyi Xu, Na Zhang, Cheng Chen, Xinke Xu, Ailing Luo, Yaping Yan, Yanhua Lu, Jianhua Liu, Xinxu Ou, Yonghong Tan, Yufeng Liang, Lihe Chen, Xingrong Song, Xiaoping Liu

**Keywords:** glioma, sevoflurane, ferroptosis, ATF4, CHAC1

## Abstract

**Objective:**

To clarify the function and mechanisms of sevoflurane (Sev) on ferroptosis in glioma cells.

**Methods:**

Different concentrations of Sev were used to treat glioma cells U87 and U251. Ferroptosis inducer Erastin was used to incubate glioma cells combined with Sev and ATF4 siRNA transfection treatment. CCK-8 assay and colorimetric assay were performed to analyze cell viability and Fe^+^ concentration, respectively. The releases of reactive oxygen species (ROS) were determined by flow cytometry analysis. Transcriptional sequencing was used to screen the differential genes affected by Sev in U251 cells. The mRNA and protein expression of ferroptosis-associated genes was detected by qRT-PCR and Western blotting.

**Results:**

Sev could suppress cell viability, increase ROS levels and Fe^+^ concentration, downregulate the protein expression levels of GPX4, and upregulate transferrin, ferritin, and Beclin-1 in a dose-dependent manner in U87 and U251 cells. The expression of ferroptosis and mitophagy-related gene activating transcription factor 4 (ATF4) was identified to be enhanced by Sev analyzed by transcriptional sequencing. ChaC glutathione-specific gamma-glutamylcyclotransferase 1 (CHAC1), which is involved in ferroptosis, is a downstream gene of ATF4. Inhibition of ATF4 could interrupt the expression of CHAC1 induced by Sev in U87 and U251 cells. Ferroptosis inducer Erastin treatment obviously inhibited the cell viability, elevated the Fe^2+^ concentration, and promoted ROS generation in U87 and U251 cells. The protein level of ATF4 and CHAC1 was increased in Erastin-treated U87 and U251 cells. Moreover, the interruption of Sev-induced ferroptosis and CHAC1 activating induced by ATF4 suppression could be reversed by Erastin.

**Conclusions:**

In summary, this study suggested that Sev exposure-induced ferroptosis by the ATF4-CHAC1 pathway in glioma cells.

## Introduction

Glioma is the most frequently occurring primary malignant tumor in both children and adults with a median survival time of approximately 14 months (1, 2). The main characteristics of glioma including unlimited cellular proliferation, resistance to apoptosis, diffuse infiltration, and angiogenesis make it difficult for it to be completely removed by surgical resection as a first-line therapy (3, 4). Instead, temozolomide chemotherapy and radiotherapy are considered important treatment options for glioma. Unfortunately, a lower than 10% 5-year survival rate usually occurred, accompanied by instinct adverse effects in patients (5–7). Several factors such as the blood–brain barrier, tumor location in the brain, and gene variation influence the treatment effect of glioma (8). In addition, cellular metabolic disorders are signatures of gliomas and play important roles in the progression of gliomas (9). Thus, it is urgently needed to elucidate the mechanism underlying the initiation and development of glioma for developing novel targets for glioma therapy.

Ferroptosis has been recently recognized as an iron-dependent and atypical cell death form with the main features, including excessive lipid peroxidation products and lethal reactive oxygen species (ROS) (10, 11). It has been reported that ferroptosis is genetically and morphologically distinct from caspase-dependent apoptosis (12). Related studies have indicated that cellular ferroptosis could be induced after downregulation of glutathione peroxidase 4 (GPX4) (13) as well as upregulation of iron storage protein ferritin and iron-carrier protein transferrin (14). The majority of ferroptosis-related genes were differentially expressed among glioblastoma, low-grade glioma, and non-tumor brain tissue. Moreover, ferroptosis-related gene-related risk scores could predict glioma prognosis (15). Cheng et al. revealed that activating ferroptosis could suppress proliferation of glioma cells (16). Amentoflavone was reported to inhibit cell proliferation and promote cell death through inducing autophagy-dependent ferroptosis in glioma (17). Multiple anesthetics are used for neurosurgical operation. However, the effects of these anesthetics on glioma are still unclear.

Sevoflurane (Sev) as a volatile anesthetic which is commonly used in clinical operations has been recently reported to exert antitumor physiologic effects in several tumors, including breast cancer (18), lung cancer (19), and colon cancer (20). Accumulating evidence has indicated that Sev exerts suppressive effects on the proliferation and metastasis of glioma cells in different molecular mechanisms, including suppressing Rac1/paxillin/FAK and Ras/Akt/mTOR in several tumor cells (21), regulating the ANRIL/let-7b-5p axis (22), and depleting macrophages from the melanoma microenvironment (23). Sev could also inhibit glioma cell proliferation and metastasis through the miRNA-124-3p/ROCK1 axis (24), KCNQ1OT1/miR-146b-5p/STC1 axis (25), miR-34a-5p/MMP-2 axis (26), and circ_0002755/miR-628-5p/MAGT1 axis (27). Wu et al. identified that Sev disturbed iron homeostasis and caused iron overload in both *in vitro* hippocampal neuron culture and *in vivo* hippocampus (28). Base on the above studies, we speculated that Sev might function on ferroptosis in glioma cells.

In order to confirm the hypothesis, we firstly analyzed the effects of different concentrations of Sev on ferroptosis-associated iron accumulation, ROS accumulation, and expression of ferroptosis-related genes in two glioma cell lines. Then, we performed transcriptional sequencing to screen the differentially expressed genes regulated by Sev. Moreover, we used rescue experiments to illustrate the possible mechanism of Sev on glioma cells.

## Materials and Methods

### Chemicals and Reagents

DCFDA/H2DCFDA-Cellular ROS Assay Kit was provided by Abcam (ab113851, Cambridge, MA, USA). Erastin (HY-15763, ferroptosis inducer) was purchased from MedChemExpress (Shanghai, China). The following primary antibodies were used in this study: anti-ATF-4 antibody (ab184909, Abcam, USA), anti-CHAC1 antibody (MA5-26311, Invitrogen, Carlsbad, CA, USA), anti-GPX4 antibody (ab125066, Abcam, USA), anti-transferrin receptor antibody (ab277635, Abcam, USA), anti-ferritin antibody (ab75973, Abcam, USA), anti-Hsp70 antibody (ab2787), and anti-GAPDH antibody (ab8245, Abcam, USA). Goat anti-mouse IgG (HRP) (ab6789, Abcam, USA) and goat anti-rat IgG (HRP) (ab97057, Abcam, USA) were used as secondary antibody for Western blotting.

### Cell Lines and Treatment

Human glioma cell lines (U87 and U251) were provided by the Shanghai Institutes for Biological Sciences Cell Resource Center and grown in DMEM containing 10% FBS (Gibco, Grand Island, NY, USA) at 37°C containing 5% CO_2_. Then, U87 and U251 cells were treated with 1.7%, 3.4%, and 5.1% Sev gas for 2 h. Activating transcription factor 4 (ATF4) siRNA (sequences: 5′-GAGCCAATAAGAGCTCGAGATATAT-3′) or control sequences (5′-GAGTAAGAACGAGCTAGAATCCTAT-3′) were transfected to cells *via* Lipofectamine 2000 (Invitrogen, Foster City, CA, USA), followed by 5.1% Sev treatment for 2 h. In addition, U87 and U251 cells in the Sev-treated plus ATF4 siRNA-transfected group were treated with 10 μM Erastin for 24, 48, and 72 h.

### Cell Viability Assay

The Cell Counting Kit-8 (CCK-8, Beyotime, Beijing, China) was utilized to examine the cell viability of glioma cells according to the manufactures’ instructions. In brief, cells at a density of 3,000 cells per well from different groups were seeded into 96-well plates and cultured overnight. Next, cells in each well were incubated with 10 μl CCK-8 reagent for 2 h at 37°C. A microplate reader (Thermo Fisher Scientific, Waltham, MA, USA) was used to measure the absorbance value at 450 nm.

### Iron Assay

The intracellular ferrous iron (Fe2^+^) concentration was determined by colorimetric kit (cat: E-BC-K139-M, Elabscience, Wuhan, China) in accordance with the manufacturer’s protocol. Briefly, the cellular supernatant was harvested from U251 and U87 cells in different groups. Afterward, 75 μl samples in the tube were incubated with 300 μl iron chromogenic agent and 20 μl supernatant was obtained *via* a 10-min centrifugation (3,000×g, 4°C). Next, the sample values were calculated according to the optical density value of absorbance at 530 nm.

### Measurements of ROS

We determined cellular ROS production using a DCFDA/H2DCFDA-Cellular ROS Assay Kit (ab113851, Abcam, USA) in accordance with the manufacturer’s instructions. In brief, U87 and U251 cells at a density of 1 × 10^5^ cells per well from different groups were plated into six-well plates and cultured overnight. The next day, after washing three times with PBS, cells were incubated with 10 μM DCFH-DA at 37°C for 30 min. Subsequently, flow cytometry (FACSCalibur, BD, Franklin Lakes, NJ, USA) was used to monitor the fluorescence of cells and the amount of intracellular ROS was calculated by analyzing the fluorescence intensity.

### RNA Isolation and Quantitative Real-Time PCR

Total RNA was isolated using TRIzol^®^ reagent (Invitrogen). 1 μg total RNA was reverse-transcribed into cDNA using GoScript Reverse Transcriptase (A5001, Promega). QPCR analyses were performed using SYBR Premix Ex Taq II (Takara, Dalian, China) and a LightCycler^®^ 480 Real-Time PCR System (Roche, Basel, Switzerland). The expression levels were calculated using the 2^-△△^ *^C^* ^t^ method, and GAPDH was used as the internal standard. The primers of ATF4 were as follows: forward primer: 5′-TCCGCAGGCCACAAATCA-3′, reverse primer: 5′-GTCTCGGGTCGCTGCTAGT-3′. The primers of GAPDH were as follows: forward primer: 5′-GGTGAAGGTCGGAGTCAACG-3′, reverse primer: 5′-CAAAGTTGTCATGGATGACC-3′. All assays were performed in triplicate.

### Whole-Transcriptome Sequencing (RNA-Seq)

Total RNA was isolated, and ribosomal RNA was depleted. Strand-specific adapters were added to fragmented RNA (average fragment length 200 nt) before reverse transcription followed the manufacturer’s instructions. The quality of cDNA libraries was quality evaluated on an Agilent 2100 Bioanalyzer and sequenced by Shanghai Genergy Co., Ltd. (Shanghai, China). Samples were on an Illumina HiSeq 3000 platform for 2 × 150-bp paired-end sequencing. The threshold values of differentially expressed mRNA and lncRNAs were set by log_2_FoldChange > 1 and p-value < 0.05.

### Bioinformatics Analysis

The differentially expressed genes after Sev treatment were assigned to the Gene Ontology (GO) terms (http://www.geneontology.org/). The biological pathway was analyzed by searching the Kyoto Encyclopedia of Genes (KEGG) database (http://www.genome.ad.jp/kegg/). Gene set enrichment analysis (GSEA) was performed to analyze the association between the risk score of pathways and the hallmarks by GSEA Java software v4.0.3. The data were divided into two groups (control and Sev group) based on the risk score (low and high).

### Western Blotting Analysis

After harvesting glioma cells from different groups, we extracted all protein samples from cells using ice-cold RIPA lysis buffer (Beyotime Institute of Biotechnology, Shanghai, China). After BCA assay (P0012, Beyotime) for protein quantification, an equal amount of protein sample (30 μg) was separated by 8%–12% SDS-PAGE gel and then transferred onto PVDF membranes (Millipore, Burlington, MA, USA). The membranes were blocked with 5% non-fat milk dissolved in TBST for 2 h at room temperature, which were further incubated overnight with primary antibodies against ATF4 (1:500), CHAC1 (1:500), GPX4 (1:1,000), transferrin (1:500), ferritin (1:500), Beclin-1 (1:1,000), HSP70 (1:1,000), and GAPDH (1:2,000) at 4°C, followed by incubation for 2 h with an HPR-labeled secondary antibody at room temperature. Finally, the immunoblots were visualized by enhanced chemiluminescence with GAPDH or HSP70 as the loading control.

### Statistical Analysis

All quantitative data presented as mean ± standard deviation of three independent experiments were analyzed by SPSS version 19.0 (SPSS Inc., Chicago, IL, USA). Differences for two groups were evaluated using Student’s t-test and for more than two groups were assessed by one-way analysis of variance followed by Dunnett’s test or Tukey’s test. All p-values less than 0.05 were thought as statistically significant differences.

## Results

### Sev Promoted the Accumulation of Ferroptosis-Associated Iron and ROS in Glioma Cells in a Dose-Dependent Manner

Here, we investigated whether Sev could induce ferroptosis in glioma cells with different concentrations. According to the data from the CCK-8 assay, Sev treatment could significantly suppress U87 and U251 cell viability in a dose-dependent manner (**Figures 1A, B**). Then, we observed that treatment with Sev in a dose-dependent manner significantly increased the levels of Fe^2+^ in both U87 and U251 cells (**Figure 1C**). Moreover, with the increasing concentration of Sev, the levels of ROS generation in both U87 and U251 cells were remarkably elevated (**Figures 1D**–**F**). We additionally observed that Sev decreased the expression of ferroptosis-associated protein GPX4 and increased the expression of ferritin and transferrin in a dose-dependent manner (**Figures 1G**–**I**).

**Figure 1:**
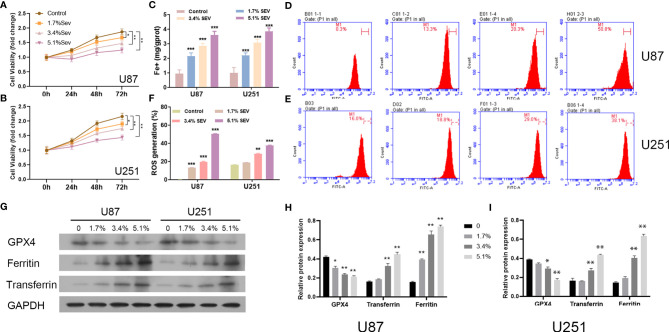
Dose-dependent effects of Sev on ferroptosis in glioma cells. U87 and U251 cells were treated with 1.7%, 3.4%, and 5.1% Sev, respectively. Cell viability was detected using CCK-8 assay in Sev-treated U87 **(A)** and U251 cells **(B)**. Fe^2+^ concentrations were determined by colorimetric assay in Sev-treated U87 and U251 cells **(C)**. ROS assay combined with flow cytometry was used to observe the content of ROS generation in SEV-treated U87 **(D)** and U251 cells **(E)**; the ratio of ROS generation was calculated **(F)**. The expression of ferroptosis-associated protein GPX4, ferritin, and transferrin in U87 and U251 cells was detected using Western blotting; GAPDH was used as the internal control **(G, H, I)**. Data were expressed as mean ± standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, compared with control.

### Sev Regulated Gene Transcriptional Levels in Glioma Cells

To explore the possible mechanisms of Sev-inducing ferroptosis in glioma cells, we performed transcriptional sequencing to screen differentially expressed genes in Sev-treated U251 cells. 

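The sequencing covered U251, an established human glioma cell line. There were 3 libraries of untreated control cells and 3 of cells exposed to Sev gas for 2 h, at the 5.1% that the paper gives for Fig. 2A. The labels of the libraries give the exposure time but no concentration for the single library. The deposited protocol lists several concentrations without assigning them. If the Sev libraries differed in concentration, they would not be replicates of 5.1%. According to the paper's methods, total RNA was depleted of ribosomal RNA, fragmented and ligated to strand-specific adapters before paired-end sequencing. The authors deposited a table of counts per gene, without normalization, and a table of FPKM values, which are counts scaled by gene length and library size. The paper's text does not name the aligner, the counting tool, the genome build, the gene annotation or the test for differential expression. The control libraries held 39389082, 38624292 and 46318311 counts, and the Sev libraries held 39645774, 41000804 and 40162498. The 10 most abundant features took between 8.62% and 10.3% of the counts of a library. The table lists 61496 features, of which 60564 carry Ensembl gene identifiers and 932 carry identifiers of the form MSTRG, the form that the StringTie assembler gives to assembled loci. The paper's methods do not describe the MSTRG loci, and the table gives them no position.

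The counts were normalized by edgeR's TMM method, and the 27514 features kept by its expression filter were tested with its quasi-likelihood test, 3 libraries against 3. TMM factors were between 0.918 and 0.988 for the Sev libraries and between 1.03 and 1.08 for the control libraries. Normalized counts are given as CPM, the counts scaled to a common library size, mean ± SD. The paper's threshold, a log2 fold change over 1 in either direction with an unadjusted p-value under 0.05, was applied to this test, and Benjamini-Hochberg adjusted p-values over all tested features are given beside it. Replicates of one group differed by more than sampling noise in 49% to 66.5% of 15608 abundant genes, so no library looked like a second copy of another. This comparison does not tell separate cultures from separate preparations of the same RNA. The first principal component of the normalized counts held 69% of the variance and separated the Sev libraries from the control libraries.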

Sev upregulated 4,519 mRNA and long non-coding RNA (lncRNA) expression and downregulated 3,870 mRNA and lncRNA expression in U251 cells (**Figures 2A, B**). These Sev-regulated RNAs were distributed in every chromosome (**Figure 2C**). 

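With this threshold, 3147 features were higher and 3315 were lower in Sev-treated cells. Among them, 228 of the higher features had at most 3 counts in each control library, and 70 of the lower ones had at most 3 counts in each Sev library. With an adjusted p-value under 0.05 and no limit on the fold change, 6094 features were higher and 5920 were lower. Gene types were taken from GENCODE 29, which lists 58457 of the Ensembl identifiers. Genes of the protein-coding and lncRNA types together gave 2251 higher and 2170 lower. Protein-coding genes alone gave 1378 higher and 1158 lower of 15189 tested, which is 16.7%. Pseudogenes gave 492 higher and 660 lower of 3717 tested, and MSTRG loci gave 141 higher and 170 lower of 915. The remaining types of GENCODE 29 gave 128 higher and 207 lower, and Ensembl identifiers absent from GENCODE 29 gave 135 higher and 108 lower. The setting that moved these counts most was the deposited FPKM in place of the counts. With limma on log2(FPKM + 1), a scale that understates the change of low genes, 579 features were higher and 690 were lower.

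**Figure D1:**
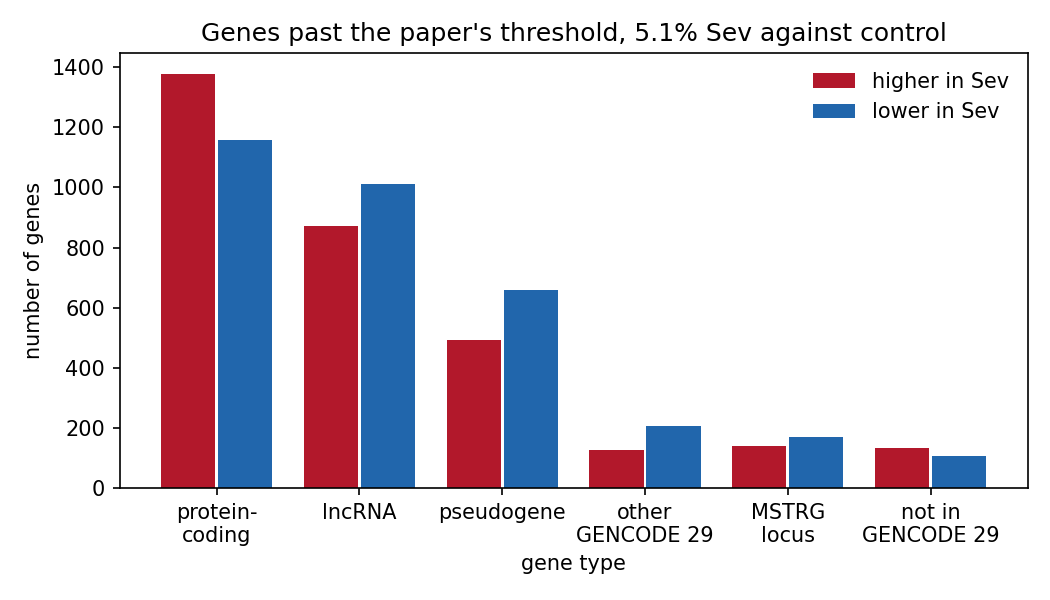
Number of genes past the paper's threshold (y axis) by gene type (x axis), higher (red) or lower (blue) in 5.1% Sev-treated U251 cells than in control cells. Protein-coding genes form the tallest bars, with 1378 higher and 1158 lower.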

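Of the tested genes, 25859 have a position on chromosomes 1 to 22 or X in GENCODE 29 (GRCh38), and 22.8% of these were past the threshold. The deposited tables name no genome build, so positions were joined through the Ensembl identifiers. The share ran from 19.3% of 807 genes on chromosome 14 to 26.8% of 313 genes on chromosome 21. Each of the 23 chromosomes was compared with the other 22 by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 23. None of the 23 had an adjusted p-value under 0.05. Unadjusted, chromosomes 14 (Fisher's exact p = 0.0152) and 10 (Fisher's exact p = 0.0367) were under 0.05, both with a lower share than the others. The direction varied more than the share. On chromosome 20, 90 genes were higher and 46 were lower, and on the X chromosome 67 were higher and 121 were lower, and these splits were not tested. None of the 7 tested genes of the Y chromosome and 2 of the 33 tested mitochondrial genes were past the threshold. Calling genes by an adjusted p-value under 0.05 in place of the paper's threshold gave 4 chromosomes that differed from the rest. Chromosome 1 had the larger share, 46.1% against 43.1% over all chromosomes (adjusted p = 0.024, Fisher's exact test), and chromosomes 14, 8 and 18 had smaller ones.

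**Figure D2:**
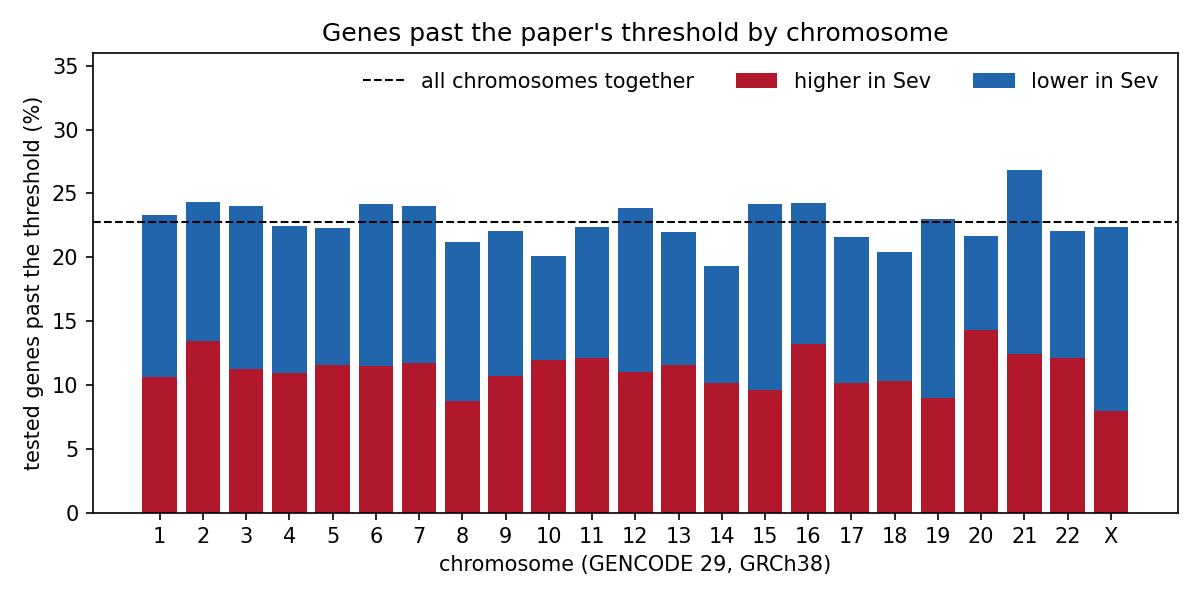
Share of tested genes past the paper's threshold (y axis, percent) on each chromosome (x axis), split into genes higher (red) and lower (blue) in Sev, with the dashed line at 22.8% for all 23 chromosomes together. All bars lie between 19.3% and 26.8%.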

The genes regulated by Sev mainly participated in malignant neoplasm of breast, carcinogenesis, mammary neoplasms, breast carcinoma, dull intelligence, poor school performance, low intelligence, mental deficiency, intellectual disability, global developmental delay, epilepsy, seizures, mental and motor retardation, and myopathy, revealed by GO analysis (**Figure 2D**). The differential genes were involved in multiple pathways including small cell lung cancer, p53 signaling pathway, pancreatic cancer, colorectal cancer, FoxO signaling pathway, lysosome, cell cycle, apoptosis, endocytosis, cellular senescence, and proteoglycans in cancer, revealed by KEGG analysis (**Figure 2E**).

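The pathway tables of KEGG were not used here. For 4 of the named pathways, gene lists written before the data were examined, from general knowledge and not from a KEGG release, were compared with all tested features by a two-sided Fisher's exact test. The p-values were adjusted by the Benjamini-Hochberg method over 10 lists. Of all tested features, 23.5% were past the threshold. The share was 15.6% of the 64 tested p53 signaling genes (7 higher and 3 lower, adjusted p = 0.229, Fisher's exact test). It was lower than the background for the cell cycle list, with 5 higher and 3 lower of 116 genes (6.90%, adjusted p = 2.2e-05). It was also lower for the apoptosis list, with 8 higher and 2 lower of 112 genes (8.93%, adjusted p = 0.00039), and for the lysosome list, with 3 higher and 4 lower of 115 genes (6.09%, adjusted p = 1.24e-05). The background contains many weakly expressed features, which passed the fold change more often than protein-coding genes did. Against the 16.7% of all protein-coding genes, a background chosen after the values were seen, the adjusted p-values were 0.0128 for cell cycle, 0.0583 for apoptosis and 0.01 for lysosome. Random lists of protein-coding genes matched on mean expression had mean shares of 7.39%, 10.1% and 10.6%, and as few genes past the threshold in 50.8%, 40.7% and 5.82% of 10000 draws, so the low shares of these 3 lists were not separable from those of genes of like type and expression.

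With an adjusted p-value under 0.05 in place of the threshold, 37 cell cycle genes were higher and 20 were lower, and adjusted over the list alone the counts were again 37 and 20. The p53 signaling list gave 21 higher and 9 lower both over all tested features and adjusted over the list alone. The apoptosis list gave 25 higher and 19 lower by both ways of adjusting. The lysosome list gave 18 higher and 17 lower over all tested features, and 16 and 16 adjusted over the list alone. The median log2 fold change was 0.16 for p53 signaling, 0.10 for cell cycle, 0.028 for apoptosis and 0.042 for lysosome. In limma's camera test with a preset correlation of 0.01, none of the 4 lists moved as a group (adjusted p = 0.198, 0.196, 0.363 and 0.733, with unadjusted p from 0.101 to 0.733). The signs of these medians depended on the scaling. With library size only, in place of TMM, the medians were −0.042 for cell cycle, −0.12 for apoptosis and −0.098 for lysosome.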

**Figure 2:**
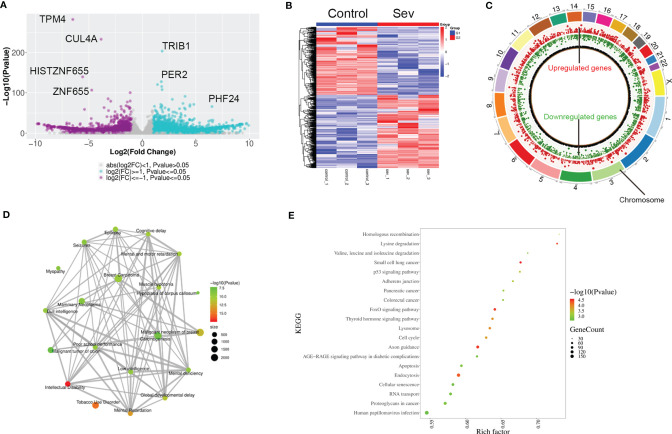
Profiling of RNAs in Sev-treated U251 cells. **(A)** The volcano figure showing the variation in 5.1% Sev-treated U251 cells and the control. The purple plot indicates RNAs with greater than 2.0-fold upregulation between the two compared groups, while the blue plot indicates the downregulated RNAs. **(B)** A heat map showing the upregulated and downregulated genes in Sev-treated U251 cells compared to the control. Each row corresponds to an RNA, each line to a sample. A Higher expression level is indicated by red, and lower level is indicated by blue. **(C)** The distribution of differentially expressed RNAs on chromosomes. The outer circle indicated each chromosome, the red inner circle indicated upregulated genes and their fold change, and the green inner circle indicated downregulated genes and their fold change. **(D)** GO analysis of significantly dysregulated genes. **(E)** KEGG pathway analysis of significantly dysregulated genes.

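Of the genes labelled in Fig. 2A, PHF24, TRIB1, PER2 and ZNF655 were higher in Sev and TPM4 was lower. PHF24 (ENSG00000122733, chromosome 9, 34957608 to 34982544, GRCh38) rose from 0.338 ± 0.0555 CPM (SD, n = 3) in control cells to 34.3 ± 10.6 CPM (SD, n = 3) in Sev-treated cells, with 12 to 17 counts in the control libraries. Its log2 fold change was 6.65 (standard error 0.32, adjusted p = 2.86e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRIB1 (chromosome 8, 125430321 to 125438405) rose from 32.8 ± 0.803 to 118 ± 2.26 CPM, a log2 fold change of 1.85 (standard error 0.074, adjusted p = 1.61e-05, same test). PER2 (chromosome 2, 238244038 to 238290102) rose from 30.1 ± 0.778 to 101 ± 3.89 CPM, a log2 fold change of 1.75. TPM4 (chromosome 19, 16067021 to 16103005) fell from 571 ± 44 to 399 ± 78.4 CPM, a log2 fold change of −0.52 (standard error 0.14, adjusted p = 0.0217, same test). This call was lost without control replicate 2, control replicate 3 or Sev replicate 1, and over the 6 fits that left out a library the adjusted p ran from 0.00709 to 0.065. ZNF655 (chromosome 7, 99558406 to 99576453) was higher in Sev, with 105 ± 5.61 against 159 ± 7.87 CPM and a log2 fold change of 0.60. CUL4A (chromosome 13, 113208193 to 113267108) did not differ beyond the spread between replicates, with a log2 fold change of 0.21 (standard error 0.093, adjusted p = 0.0997).

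By a rule set in advance, the 5 genes with the smallest p-values in each direction were also taken, among genes past the threshold whose groups did not overlap. Chance alone separates the groups in this way for 10% of genes, with 3 libraries against 3. The higher genes were LAMB4, C9orf131, ENSG00000286782, ENSG00000279608 and RNF32-DT, with log2 fold changes of 5.57, 5.78, 5.55, 3.41 and 3.91 in that order and adjusted p-values up to 1.21e-05. LAMB4 (chromosome 7, 108023548 to 108130356) and C9orf131, like PHF24, were under 1 CPM in control cells. ENSG00000286782 has no entry in GENCODE 29. C9orf131 (chromosome 9, 35041095 to 35045991) and ENSG00000279608 (chromosome 9, 35038625 to 35044326) overlap on opposite strands, and it is not stated whether the counting used the strand, so the values of both are uncertain. The lower genes were DDIT4, H2AC6, BRD8, HRNR and RNU5E-1. DDIT4 (chromosome 10, 72273920 to 72276036) fell from 204 ± 13.4 to 24.5 ± 4.36 CPM, a log2 fold change of −3.06. H2AC6, a histone gene with near-identical relatives between which the counting could split reads, had a log2 fold change of −4.58, BRD8 had −1.5 and HRNR had −1.96. RNU5E-1, a small nuclear RNA, had 1 count in each Sev library and was at least 37.4-fold lower, computed against a floor of 3 counts. It lies within ENSG00000285646 on the same strand, which rose from 0.693 CPM in control cells to 8.72 CPM in Sev-treated cells. Reads could have been assigned to either, so the values of both are uncertain.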

### Sev Increased Ferroptosis-Related Gene ATF4 Expression in Glioma Cells

In order to clarify the mechanism of Sev on ferroptosis in glioma cells, we performed GSEA analysis to screen the differential pathway and related gene expression. 

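Members of a ferroptosis list and a mitophagy list, written in the same way as the pathway lists, moved in both directions in Sev-treated U251 cells. Of 36 ferroptosis genes tested, 12 were higher and 5 were lower with an adjusted p-value under 0.05, and the same numbers held adjusted over the list alone. Only 2 of them were higher and 1 was lower past the paper's threshold. Their median log2 fold change was 0.17, with the middle 50% of the genes between −0.14 and 0.43. With library size only it was 0.035, and on the 3 FPKM settings it was between 0.014 and 0.055. Of 70 mitophagy genes tested, 23 were higher and 9 were lower, or 26 and 9 adjusted over the list alone, and the median log2 fold change was 0.18. With library size only it was 0.033, and on the 3 FPKM settings it was between 0.030 and 0.043. Past the threshold, 5 mitophagy genes were higher and 0 were lower. These shares, 8.33% of the ferroptosis genes and 7.14% of the mitophagy genes, were under the 23.5% of all features (Fisher's exact test, adjusted p = 0.0498 and 0.00143). They were not separable from the 16.7% of protein-coding genes (adjusted p = 0.372 and 0.0583), a background chosen after the values were seen, nor from the mean of 10.8% and 8.32% in random lists of protein-coding genes matched on expression. In the camera test neither list moved as a group after adjustment over the 10 lists (adjusted p = 0.196 for ferroptosis and 0.112 for mitophagy, unadjusted p = 0.118 and 0.0448). With fry, a rotation test, in the setting that also took the fold changes from DESeq2's Wald test, the adjusted p-values were 0.0313 and 0.0129. With the correlation between genes estimated from the data they were both 0.721, so across the alternatives they ran from 0.0313 to 0.721 for ferroptosis and from 0.0129 to 0.721 for mitophagy. In fgsea, a ranked enrichment test with 10000 permutations of genes, the enrichment score was 0.43 (permutation p = 0.0536) for ferroptosis and 0.41 (permutation p = 0.0102) for mitophagy, both positive and so toward the genes higher in Sev.

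The mRNA of GPX4 (ENSG00000167468, chromosome 19, 1103926 to 1106791, GRCh38), a glutathione peroxidase that removes lipid peroxides, was 92.8 ± 10 CPM (SD, n = 3) in control cells and 91.5 ± 6.99 CPM (SD, n = 3) in Sev-treated cells. Its log2 fold change of −0.021 (standard error 0.10, adjusted p = 0.89) was within the replicate error, and it turned to 0.049 without control replicate 2 and 0.040 without Sev replicate 1. TF, the transferrin gene (chromosome 3, 133745956 to 133796640), had 30 to 77 counts per library and fell from 1.57 ± 0.194 to 0.916 ± 0.195 CPM, a log2 fold change of −0.77 (standard error 0.24, adjusted p = 0.0336). The receptor gene TFRC (chromosome 3, 196027183 to 196082189) had a log2 fold change of 0.48 (standard error 0.15, adjusted p = 0.0382), with 407 ± 96.2 CPM in control cells and 565 ± 18 CPM in Sev-treated cells. Of the ferritin genes, FTL (chromosome 19, 48965301 to 48966878) was higher by 0.40 on the log2 scale (standard error 0.13, adjusted p = 0.0341). FTH1 (chromosome 11, 61959718 to 61967660) was not separable from the spread between replicates, with a log2 fold change of 0.16 (standard error 0.075, adjusted p = 0.123). Processed copies of FTH1 hold 4.34% of the counts summed over FTH1 and its 25 copies, which limits the precision of its value. The calls of TF, TFRC and FTL were near the limit of 0.05. TFRC and FTL each lost theirs in 5 of the 6 fits that left out a library, and kept it only without control replicate 2. TF lost its call in 4 of the 6.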

Sev could regulate a few ferroptosis and mitophagy-associated genes identified by GSEA analysis (**Figures 3A, B**). Sixteen genes were downregulated and 25 genes were upregulated by Sev in U251 cells. In these differentially expressed genes, the expression of activating transcription factor 4 (ATF4) was the second upregulated gene (**Figure 3C**). 

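Of the 41 genes labelled in Fig. 3C, 40 passed the expression filter and were tested. The exception was BECN2, with 0 to 3 counts in the control libraries and 3 to 15 in the Sev libraries. The labels of 5 genes are hard to read in the figure. Of the 16 genes drawn as downregulated, 10 were lower in Sev and 6 were higher, and the difference had an adjusted p-value under 0.05 for 6 of the lower and 2 of the higher genes, TFE3 and UBB. Both of these calls were lost in 5 of the 6 fits that left out a library. Among the lower genes, the call of BNIP3 was also lost in 5 of the 6, and that of MAPK10 in 2 of the 6, with log2 fold changes from −1.03 to −0.58 (without control replicate 1). Of the 24 tested genes drawn as upregulated, 20 were higher and 4 were lower, with an adjusted p-value under 0.05 for 11 of the higher genes and for 1 of the lower ones, RHOT1. Over both groups, 13 genes were higher and 7 were lower with an adjusted p-value under 0.05. Adjusted over the list alone the counts were 15 and 7, which is not independent evidence, since the paper chose these genes from the same libraries. Past the paper's threshold, 4 genes were higher and 0 were lower. The lowest values were those of MAPK10 (log2 fold change −0.84, standard error 0.24, adjusted p = 0.0229) and MFN1 (−0.71, standard error 0.071, adjusted p = 0.000335). MFN1 fell from 82.8 ± 0.775 to 50.8 ± 0.612 CPM (SD, n = 3), while MAPK10 had only 123 to 376 counts per library. TFE3 and UBB rose by 0.30 and 0.26 on the log2 scale, and RHOT1 fell by 0.36. HIF1A, RHOT2, FIS1, BECN1, RRAS, AMBRA1 and MAPK9 had log2 fold changes between −0.077 and 0.17 and changed sign under at least 1 alternative setting.

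**Figure D3:**
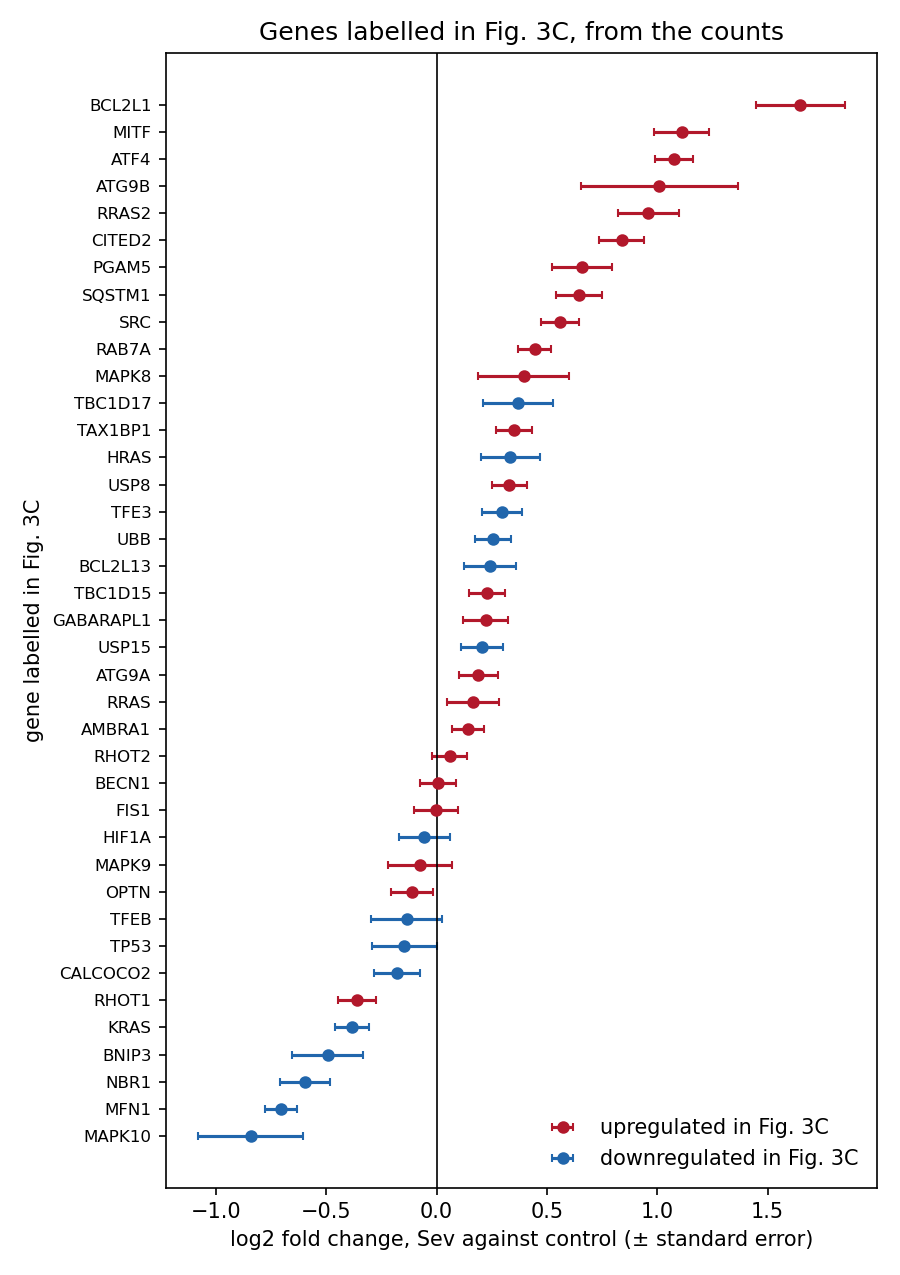
Log2 fold change of Sev against control (x axis, points, with bars for the standard error) for 39 of the tested genes labelled in Fig. 3C (y axis), coloured by the direction drawn there (red for upregulated, blue for downregulated). Of the blue points, 6 lie to the right of 0, and of the red points, 4 lie to the left.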

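ATF4 (ENSG00000128272) lies on chromosome 22 from 39519695 to 39522685 (GRCh38). Its normalized counts were 187, 173 and 177 CPM in the 3 control libraries and 372, 411 and 349 CPM in the 3 Sev libraries. The means were 179 ± 7.27 CPM (SD, n = 3) in control cells and 377 ± 31.1 CPM (SD, n = 3) in Sev-treated cells, from at least 6840 counts per library. The log2 fold change was 1.08 (standard error 0.086, adjusted p = 0.000147, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference was larger than the spread between replicates. With each library left out in turn, the log2 fold change stayed between 1.02 and 1.13. The alternative that moved it most was limma on log2(FPKM + 1), with 0.92. The 4 pseudogene copies of ATF4 held 0.634% of the counts summed over ATF4 and its copies. Among the tested genes labelled in Fig. 3C, ATF4 ranked 3 by log2 fold change, after BCL2L1 (1.65, standard error 0.20, adjusted p = 0.000699) and MITF (1.11, standard error 0.13, adjusted p = 0.000493). The values of MITF and ATF4 were within a standard error of each other. ATF4 ranked 2 without Sev replicate 1 and with limma on log2(FPKM + 1). Its lowest rank among the alternatives set before the data were examined was 5, without control replicate 3. ATG9B, which ranked 4, had a log2 fold change of 1.01 with a standard error of 0.36 (adjusted p = 0.0504). The paper goes on to measure ATF4 by qRT-PCR and Western blotting.

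**Figure D4:**
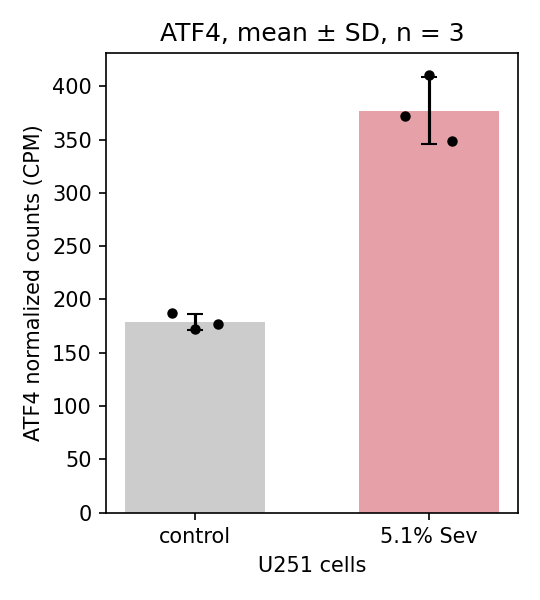
Normalized counts of ATF4 (y axis, CPM) in control and 5.1% Sev-treated U251 cells (x axis), with bars for the mean, error bars for the SD (n = 3) and points for the libraries. The 3 Sev libraries lie between 349 and 411 CPM, above the control libraries at 173 to 187 CPM.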

To analyze whether Sev enhanced the expression of ATF4, we performed qRT-PCR and Western blotting assay. The data indicated that the mRNA and protein levels of ATF4 were enhanced by Sev in a dose-dependent manner (**Figures 3D, E**). These results suggested that Sev induces ferroptosis *via* activating ATF4 in glioma cells.

**Figure 3:**
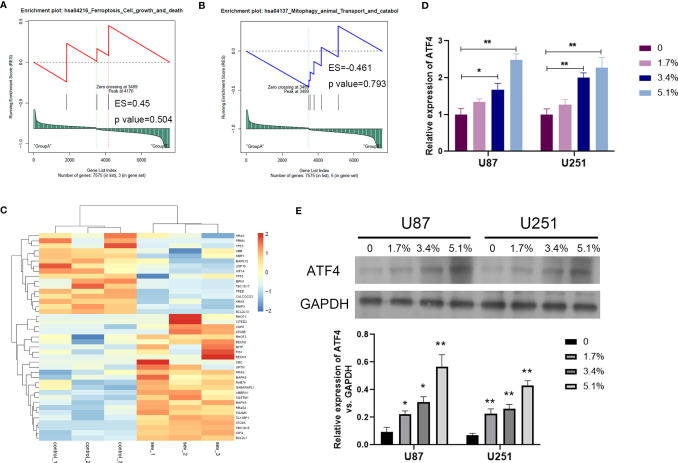
Sev upregulated ferroptosis-associated gene ATF4 in glioma cells. **(A)** Representative GSEA plot depicting ferroptosis involved in Sev-treated U251 cells. **(B)** Representative GSEA plot depicting mitophagy involved in Sev-treated U251 cells. **(C)** A heat map showing the upregulated and downregulated genes involved in ferroptosis and mitophagy in Sev-treated U251 cells compared to the control. Each row corresponds to a RNA, each line to a sample. Higher expression level is indicated by yellow, and lower level is indicated by blue. **(D)** The mRNA levels of ATF4 in Sev-treated U87 and U251 cells were detected by qRT-PCR. **(E)** The protein level of ATF4 in Sev-treated U87 and U251 cells was detected by Western blotting. Data were expressed as mean ± standard deviation. *p < 0.05, **p < 0.01, compared with control, GAPDH is used as internal control.

### Sev Induced Ferroptosis by ATF4 in Glioma Cells

We firstly observed that inhibition of ATF4 significantly attenuated Sev-mediated suppressive effects on U87 and U251 cell viability (**Figures 4A, B**). Secondly, the elevated Fe^2+^ concentration by Sev treatment in both U87 and U251 cells was strongly suppressed by ATF4 suppression (**Figure 4C**). Thirdly, the ROS accumulation induced by Sev treatment in U87 and U251 cells was impaired after ATF4 suppression (**Figures 4D, E**). At the molecular level, we further found that inhibition of ATF4 obviously reversed the effects of Sev on protein levels of GPX4, transferrin, and ferritin. Moreover, ChaC glutathione-specific gamma-glutamylcyclotransferase 1 (CHAC1), which is involved in ferroptosis, is a downstream gene of ATF4. We also verified that inhibition of ATF4 could interrupt the expression of CHAC1 induced by Sev in U87 and U251 cells (**Figures 4F, G**). These results indicated that Sev regulated ferroptosis by modulating ATF4-CHAC1 pathway in glioma cells.

**Figure 4:**
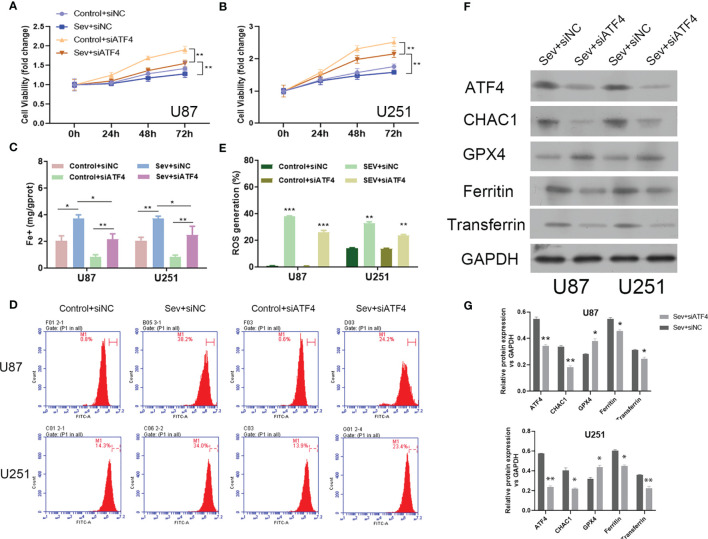
The effects of ATF4 on Sev-induced ferroptosis in glioma cells. U87 and U251 cells were transfected with ATF4 siRNA or negative control sequences, followed by treatment with 5.1% Sev for 2 h. Cell viability was detected using CCK-8 assay in U87 **(A)** and U251 cells **(B)**. Fe2+ concentrations were determined by colorimetric assay in U87 and U251 cells **(C)**. ROS assay combined with flow cytometry was used to observe the content of ROS generation in U87 and U251 cells **(D)**; the ratio of ROS generation was calculated **(E)**. The expression of ferroptosis-associated protein CHAC1, GPX4, ferritin, and transferrin in U87 and U251 cells was detected using Western blotting; GAPDH was used as the internal control **(F, G)**. Data were expressed as mean ± standard deviation. *p < 0.05, **p < 0.01, ***P<0.0001, compared with control.

### Induction of Ferroptosis Reversed ATF4 Suppression-Mediated Effects on Sev-Promoted Ferroptosis

To further confirm the regulatory role of Sev on ferroptosis by modulating ATF4 in glioma cells, ferroptosis inducer Erastin was utilized to incubate Sev and ATF4 siRNA-co-treated U87 and U251 cells. Our data showed that Erastin treatment obviously inhibited the cell viability (**Figures 5A, B**), elevated the Fe^2+^ concentration (**Figure 5C**), and promoted ROS generation (**Figures 5D, E**) in U87 and U251 cells. Moreover, in the Erastin treatment group, the protein level of ATF4 and CHAC1 was increased in U87 and U251 cells (**Figures 5F, G**). These data indicated that ferroptosis inducer Erastin could restore the Sev-induced ATF4-CHAC1 pathway activity which was restrained by ATF4 siRNA in glioma cells.

**Figure 5:**
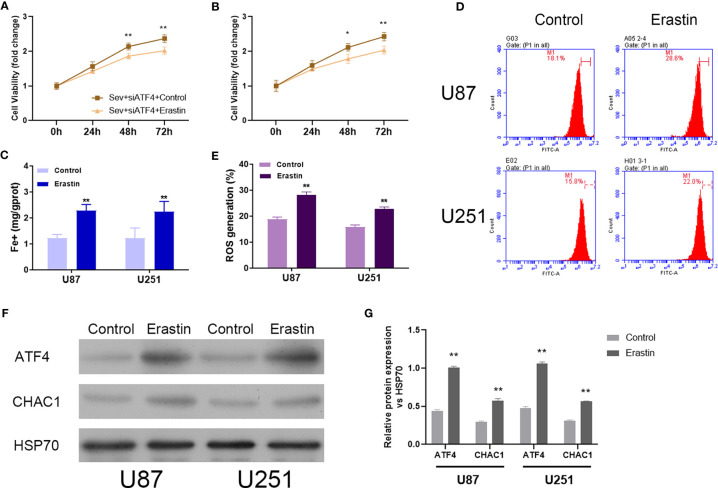
Induction of ferroptosis reversed the effects of ATF4 suppression on Sev-induced ferroptosis in glioma cells. Ferroptosis inducer Erastin was used to incubate in Sev-treated and ATF4-suppressed U87 and U251 cells. Cell viability was detected using CCK-8 assay in U87 **(A)** and U251 cells **(B)**. Fe2+ concentrations were determined by colorimetric assay in U87 and U251 cells **(C)**. ROS assay combined with flow cytometry was used to observe the content of ROS generation in U87 and U251 cells **(D)**; the ratio of ROS generation was calculated **(E)**. The expression of ATF4 and CHAC1 in U87 and U251 cells was detected using Western blotting; GAPDH was used as the internal control **(F, G)**. Data were expressed as mean ± standard deviation. *p < 0.05, **p < 0.01, compared with control.

## Discussion

Here, we firstly observed that Sev treatment promoted ferroptosis in glioma cells in a dose-dependent manner. It is well accepted that ferroptosis is a form of cell death dependent on iron correlated with oxidative damage with main features including lipid ROS accumulation, loss of mitochondrial cristae, and an increase in mitochondrial membrane density (11, 29). Ferroptosis is reported to be initiated with the loss of GPX4. Then the loss of GPX4 induces the accumulation of peroxides in the membrane which results in aggregation of destructive lipid ROS (30). In fact, Sev as an inhalational anesthetic has been widely reported its suppressive role in glioma cell proliferation and invasion through regulating different pathways, such as the miR-124-3p/ROCK1 axis (24), miR-146-5p/MMP16 (31), miR-628-5p/MAGT1 axis (27), and PI3K/AKT signaling pathway (32). Here, we identified another function of Sev on suppressing glioma cell proliferation *via* activation of ferroptosis. Even though Sev was reported to inhibit ferroptosis and to exhibit a protective role against lipopolysaccharide-induced acute lung injury (33), the effect of Sev on ferroptosis of glioma cells was the first time to be illustrated in this study.

We further demonstrated that Sev treatment suppressed the expression of GPX4, while upregulating the expression of transferrin and ferritin and Beclin-1 in glioma cells in a dose-dependent manner. GPX4, an essential regulator of ferroptosis, and its expression level are inversely correlated with ferroptosis regulation by decreasing ROS productions or cellular iron (34). In addition, transferrin and ferritin are well-known positive regulators of cellular iron (35), which make it easy to explain their upregulation after Sev-induced ferroptosis. Our results demonstrated that Sev-induced ferroptosis in glioma cells was in a GPX4-dependent pathway.

In order to illustrate the mechanisms of Sev-inducing ferroptosis in glioma cells, we performed transcriptional sequencing to screen differentially expressed genes and used GO, KEGG, and GSEA analyses to select enriched diseases and pathways. The data indicated that Sev could regulate a number of genes associated with several cancers and several nervous system diseases. Because Sev is an anesthetic, the target genes of Sev are possibly related to nervous system diseases. We should perform more experiments in the future to validate whether these screened genes take part in the progression of gliomas. Research has confirmed that Sev could also demonstrate anticancer effects in lung cancer and colorectal cancer (19, 36). Moreover, we identified that Sev functioned on ferroptosis, apoptosis, and mitophagy *via* analyzing transcriptional sequencing data. Sev was reported to promote apoptosis in colon cancer (37), lung cancer (38), and ovarian cancer (39). Even the function of Sev on ferroptosis and mitophagy in cancers has not been reported, although some research demonstrated that Sev induced ferroptosis and mitophagy in other disease models. Exposure of Sev in young age mice was found to trigger mitophagy (40). Zhao et al. performed an *in vivo* experiment and certified that knockdown of neuronal regulator MIB2 could alleviate ferroptosis of neuron induced by Sev exposure (41). Our results and other studies indicated that Sev could induce ferroptosis in multiple diseases including glioma. 

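In the sequencing of U251 cells, 5713 of the tested genes were of a GENCODE 29 type that was counted here as lncRNA. Of these, 873 were higher and 1012 were lower in Sev-treated cells by the paper's threshold, which is 33.0% of the lncRNA genes tested. This share was larger than that of protein-coding genes (odds ratio 2.46, p = 4.17e-137, two-sided Fisher's exact test over genes, which are not independent replicates). The lncRNA genes were also expressed at a lower level, with a median of 0.96 CPM against 19.7 CPM for protein-coding genes, and fold changes of weakly expressed genes scatter more. With an adjusted p-value under 0.05, 1015 lncRNA genes were higher and 1235 were lower. That is 39.4% of the lncRNA genes against 45.9% of the protein-coding genes, so the order of the 2 types was reversed. Among the 730 lncRNA genes with a mean of at least 5 CPM, 99 were higher and 108 were lower past the threshold. The largest lncRNA types were antisense RNA, with 342 higher and 493 lower of 2781 genes, and lincRNA, with 430 higher and 342 lower of 1942 genes. The antisense genes overlap other genes on the opposite strand, and their counts are uncertain where the counting did not use the strand. The counts were smallest on the log2(FPKM + 1) scale, with 101 lncRNA genes higher and 100 lower. Without the expression filter, 1332 lncRNA genes were higher and 1255 were lower, so the balance of the directions was reversed.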

Besides mRNAs, the results of RNA-seq also discovered that Sev could regulate the expression of few lncRNAs in glioma cells. LncRNAs are non-coding RNAs longer than 200 nt, which can interact with RNA, proteins, and DNA. Deregulation of lncRNAs take part in the initial and progression of gliomas (42). He et al. established a 14-lncRNA panel related to ferroptosis, tumor progression, and microenvironment to predict the prognosis of gliomas (43). Several lncRNAs were found to be associated with ferroptosis in gliomas. LncRNA TMEM161B-AS1 was identified to promote the malignant behavior and temozolomide resistance through enhancing the expression of multiple ferroptosis-related genes (44). However, we did not validate the expression of lncRNAs screened by RNA-seq using experimental methods. Since the functions and mechanisms of lncRNAs in gliomas are hot topics in the recent years, it is very meaningful to explore the function and mechanism of Sev on regulating lncRNAs in glioma cells in the future.

In order to reveal the exact pathway of ferroptosis induced by Sev in glioma cells, we selected differentially expressed genes and found that the fold change of ATF4 was the second increased. ATF4 is an essential regulator of endoplasmic reticulum stress and recently found to be a mediator of ferroptosis. ATF4 has a dual role for cell death. On the one hand, ATF4 is required for long-term survival by controlling the expression of genes involved in metabolism and protection from oxidative stress. On the other hand, ATF4 can also trigger apoptosis, cell-cycle arrest, ferroptosis, and senescence (45). In tumor cells, ATF4 demonstrates contrary functions in different conditions. In some studies, suppression of ATF4 could inhibit cell proliferation and metastasis of glioma cells. Upregulation of miR-1283 suppresses the progression of glioma cells by targeting ATF4 (46). Silencing P2X4R interrupts the proliferation of glioma cells by downregulating the BDNF/TrkB/ATF4 pathway (47). Dihydroartemisinin could attenuate ferroptosis *via* the PERK/ATF4/HSPA5 pathway in glioma cells (48). However, in other research, activating ATF4-dependent pathways produces anticancer effects. Ergul et al. identified that thiamine protected glioblastoma cells against glutamate toxicity by inhibiting ATF4-associated endoplasmic reticulum stress (49). Recently, a TRAIL-inducing compound ONC201/TIC10 was found to promote apoptosis and integrated stress response in multiple tumors by activating ATF4 (50). Overexpression of ATF4 is suggested to enhance the susceptibility of cancer cells to ferroptosis (51). Ferroptotic agents were found to activate ER stress response (52). Evidence showed that the ferroptotic agent ART enhances the expression of ATF4-downstream genes (53). Withaferin A was found to induce G2/M arrest and apoptosis in glioblastoma cells through activating the ATF4-ATF3-CHOP pathway (54). Under Sev treatment, we also observed that ATF4 protein levels in U87 and U251 cells were significantly increased. Through rescue experiments, we demonstrated that inhibition of ATF4 attenuated Sev-mediated cell proliferation, iron accumulation, and ROS generation. Moreover, ATF4 suppression obviously reversed the regulatory role of Sev on protein levels of GPX4, transferrin, and ferritin in glioma cells. To further confirm the activation of ferroptosis under Sev-treated glioma cells, ferroptosis inducer Erastin was used to incubate U87 and U251 cells which were treated by Sev and ATF4 siRNA. Our data showed that induction of ferroptosis reversed ATF4 suppression-mediated effects on Sev-induced proliferation, iron accumulation, and ROS accumulation in glioma cells. Our data indicated that Sev exerted activation of ferroptosis in glioma cells which was associated with promoting ATF expression. Until now, Sev exerted the ameliorative effects against ischemia-reperfusion-induced myocardial apoptosis, which might be mediated by suppressing the ATF4-correlated signaling pathway (55). Additionally, neonatal Sev exposure-induced neuroapoptosis is mediated *via* the PERK-eIF2α-ATF4-CHOP axis of the endoplasmic reticulum stress signaling pathway (56). Based on this evidence, we might speculate that Sev suppressed the proliferation of glioma cells by ATF4-mediated ferroptosis. The reason of ATF4 playing a dual role in glioma is unclear. The possible mechanism may be epigenetic modification (45).

Considering that ATF4 transcriptionally regulates multiple genes associated with cancer, we planned to explore Sev-associated ATF4-regulated genes in glioma cell ferroptosis. Chen et al. reported that degradation of glutathione by CHAC1 induced necroptosis and ferroptosis in human triple-negative breast cancer cells *via* a ATF4-dependent manner (57). CHAC1 is a pro-apoptotic gene with enzymatic activity of glutathione-specific γ-glutamyl cyclotransferase. CHAC1 can be activated by the ATF4-CHOP axis at the transcriptional level (58, 59). Activation of the ATF4-CHOP-CHAC1 pathway promotes ferroptosis in Burkitt’s lymphoma DAUDI and CA-46 cells (60). In glioma cells, CHAC1 can bind to Notch3 protein and inhibit its activation under temozolomide induction, leading to inactivation of Notch3-mediated downstream signaling pathways (61). In our study, Sev induced the expression of CHAC1 in glioma cells, and this effect could be attenuated by inhibiting ATF4 expression. According to these results, there may be several interactive mechanisms between ATF4 and CHAC1. Based on the published references, ATF4 upregulated CHAC1 at the transcriptional level. However, the mechanism of CHAC1 regulating ATF4 was unknown. In the future research, we should investigate whether ATF4 could bind to CHAC1 directly; if they bind to each other, the area in genes or proteins is the binding sites.

In summary, our data manifested that Sev suppressed the proliferation of glioma cells at least in part by activating ferroptosis *via* upregulating the ATF4–CHAC1 pathway. The results provided a novel mechanism that Sev induced ferroptosis in glioma cells, which is possibly a potential therapeutic target for glioma treatment.

## Conclusion

Sev suppressed the proliferation of glioma cells at least in part by activating ferroptosis *via* upregulating the ATF4–CHAC1 pathway.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the following: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193295.

## Author Contributions

YX and XL contributed to the conception and design of the study. YX and NZ wrote the first draft of the manuscript. CC analyzed the results of RNA-seq. XX performed the cell culture; AL performed the CCK8 and Western blotting. YY conducted the qRT-PCR and flow cytometry. YhL, JL, and XO treated cells with sevoflurane. YfL measured the concentration of iron and ROS. YT and LC performed the statistical analysis. XS and XL revised the manuscript. All authors contributed to the manuscript revision and read and approved the submitted version.

## Funding

The Science and Education Projects of Guangzhou Health Commission (20201A010019) supported YfL. The Basic and Applied Basic Research Foundation of Guangdong Province (2020A1515110475) supported YX. The Science and Technology Projects in Guangzhou (202102080226) supported YfL.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

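The data were 6 libraries of ribosomal RNA-depleted, strand-specific RNA sequencing of U251 glioma cells, 3 of untreated control cells and 3 of cells exposed to Sev for 2 h. Each library was mapped to its group by its label. The concentration, 5.1%, was taken from the legend of Fig. 2 because the labels give none for the single library. The deposited protocol lists several concentrations without assigning them, so the treatment of the 3 Sev libraries as replicates of 5.1% rests on that legend. The groups share replicate numbers, and neither the paper nor the labels say that a number marks a shared culture or day.

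The authors deposited counts per gene for each library, without normalization, and FPKM values for the same features. The paper's text does not name the aligner, the counting tool, the genome build or the annotation behind the deposited counts, nor how the authors computed the deposited FPKM values. Gene symbols were joined to 60295 of the Ensembl identifiers through a symbol table, and positions, strands and gene types through GENCODE 29 on GRCh38. Identifiers without an entry were kept under their own name. Genes that share reads with near-identical copies, overlapping genes and antisense genes are uncertain, since it is not stated how the counting treated them.

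Library totals were between 38624292 and 46318311 counts. Precision is limited by the 3 replicates per group more than by the depth, except for genes with few counts. An exact permutation test of 3 libraries against 3 cannot go under 0.1, so p-values come from models fitted across all genes. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Features were filtered with filterByExpr on the groups, normalized by TMM, and tested with glmQLFit and glmQLFTest, with the 2 groups and no covariate. Standard errors were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-normalized and hold no prior count. Past the threshold means a log2 fold change over 1 or under −1 with an unadjusted p-value under 0.05, as the paper's methods give it. The adjusted p-values are by the Benjamini-Hochberg method, with a limit of 0.05, over all tested features for single genes.

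Genes named in the text were the 5 with the smallest p-value in each direction. These were taken among genes past the threshold with an adjusted p-value under 0.05 and no overlap between the groups. Also named were the genes that the paper measures or labels in Fig. 2A or Fig. 3C. Only part of the genes that it discusses for ferroptosis or ATF4 were taken. Those of P2X4R, BDNF and TrkB were not, and EIF2AK3 and EIF2S1 are given as members of the lists. The labels of Fig. 3C were read from the picture. The result for 1 of the named genes is not reported here. A total of 10 gene lists, for ferroptosis, mitophagy, ATF4 targets, p53 signaling, cell cycle, apoptosis, lysosome, hypoxia, immediate early and CREB-driven genes, and cholesterol synthesis, were written before the data were examined from general knowledge, and they are not KEGG or GSEA gene sets. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, with adjustment over the 10 lists and a limit of 0.05, and for over-representation by Fisher's exact test against all tested features. Each median was also placed among 10000 random lists matched on mean expression in 20 bins. Members of the ATF4 targets, p53 signaling, apoptosis and lysosome lists include ADM2, TNFRSF10A and LAMP3, which had at most 3 counts in each control library. With these at their lower bounds, the medians of the 4 lists were 0.36, 0.16, 0.028 and 0.042. The terms of Fig. 2D and the other pathways of Fig. 2E were not analysed here.

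The alternatives were DESeq2's size factors, library size only, the Wald test of DESeq2 1.42.0 with fry for the lists, no expression filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, and limma on log2(FPKM + 1) or log2(FPKM + 0.1) for features with an FPKM of at least 0.5 in 3 libraries or, for the first, without that filter. The lists were also tested with fgsea 1.28.0 and with an estimated correlation. Features without an adjusted p-value from DESeq2 were left out of its counts of calls. An alternative with each library's trend on exon length and GC content removed, and one with protein-coding genes as the background of the lists, were added after the data were seen. For the latter the share past the threshold was also compared with 10000 random lists of protein-coding genes, matched on mean expression in 20 bins. Tests of gene position, gene type and neighbours were run in Python 3.11.15 with scipy 1.17.1.

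The models were tested on simulated data drawn from the means and library sizes of the real genes, with 200 genes changed by known amounts. The edgeR test recovered 93% of the changed genes among 26706 genes tested and called 0.0513% of the unchanged ones. DESeq2 recovered 98% among 27510 genes, and limma on log2(FPKM + 1) recovered 84% among 20764. The changed genes were drawn from the more abundant ones, and their log2 fold changes fitted by edgeR had a median size of 1.52. The simulation therefore does not give the recovery of smaller changes or of weakly expressed genes. Nor does it give the error rate where many genes change.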

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

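The tests in this part were set before their results were seen, except those for genes that reached 5 CPM, for read-through with neighbours taken by their level in the controls, for closeness to expressed genes and for genomic DNA, which were chosen afterwards.

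Genes that were nearly silent in control cells rose in large numbers in Sev-treated cells, and the paper does not discuss them as a group. With a control mean under 1 CPM, 1834 genes were higher in Sev past the paper's threshold and with an adjusted p-value under 0.05. Of these, 740 were protein-coding, 602 were lncRNA and 401 were pseudogenes. ENSG00000286782, which has no entry in GENCODE 29, meets these conditions but was not among the genes counted. The count therefore appears to cover only genes with a position in GENCODE 29. Over the alternatives their number ran from 207, on log2(FPKM + 1) without a filter, to 1853, with DESeq2's size factors. The mirror comparison, of genes under 1 CPM in Sev, gave 1554 that were lower. Weakly expressed genes thus changed in both directions, which argues against reading the number alone as an activation of silent genes. The mirror genes also differ between the groups, so this comparison cannot tell how much of the number comes from selection. The mirror comparison was less even for genes that reached 5 CPM. There were 55 of these in Sev and 7 in the mirror comparison. A selection that acts on both directions alike does not account for this excess. PHF24, C9orf131 and LAMB4, which were named by the paper or by the rule, are among the 55.

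The genes that rose also had a position in common. A gene on the same strand with at least 5 CPM in the controls ended within 50 kb upstream of 40.7% of them, and one started within 50 kb downstream of 22.1%. There were 507 genes with an upstream neighbour only and 166 with a downstream neighbour only (exact McNemar p = 5.11e-41). Some of the genes share an upstream neighbour, as C9orf131 and ENSG00000279489 share DNAJB5. The genes are therefore not independent replicates, and the p-values of this paragraph overstate the evidence. The test as first set took neighbours by their level in Sev, where it counts some that rose themselves, and gave 42.3% and 23.7%. Among 4404 nearly silent genes without a change, the shares by the level in the controls were 26.4% and 22.6%, and 751 had an upstream neighbour only and 583 a downstream neighbour only. The genes that rose had more upstream neighbours than these (odds ratio 1.91, Fisher's exact p = 6.02e-28), while for downstream neighbours the odds ratio was 0.97 (Fisher's exact p = 0.665). Closeness to expressed genes in general would raise both sides alike, while the balance of upstream to downstream leaned further upstream in the genes that rose (odds ratio 2.37, Fisher's exact p = 3e-17), which argues against it as the whole cause. The genes of the mirror comparison had fewer upstream neighbours than the unchanged genes, at 22.1% (odds ratio 0.79, Fisher's exact p = 0.000685). Genomic DNA in the Sev libraries would not shift that balance upstream, so the same p of 3e-17 argues against it as the whole source. A candidate explanation is transcription that runs past the end of the upstream gene into the next one. The nearest upstream neighbours, counted once for each gene that rose, had a median log2 fold change of 0.17. Of these 746, 52 had a log2 fold change over 1, without regard to the p-value. Most of the neighbours thus did not rise by as much as the genes after them. The deposited tables give counts per gene and no coverage between genes, so read-through was not seen directly. Induction of the genes from their own promoters by Sev remains open and was not tested, and both can hold for different genes.

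The MSTRG loci, which the paper does not describe, also differed between the groups. Of 915 tested, 141 were higher and 170 were lower past the threshold, a share of 34.0%. Over the alternatives the higher ones ran from 67, on log2(FPKM + 1) without a filter, to 152, without Sev replicate 3. They held between 3.52% and 5.25% of the counts of a library, without a separation between the groups. Their positions were not analysed here, so it was not tested whether they are parts of annotated genes, and no biological explanation was tested for them.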

How the results depend on the processing

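The alternatives were set before the data were examined, except the removal of the trend on exon length and GC content and the background of protein-coding genes, which were chosen after the data were seen. The test of that trend on the counts and the comparison with other splits of the libraries were set before their results were seen.

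Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 6462 features past the threshold, and the other 9 gave 127 to 204. Likewise only 1 of the 10 splits, the real one, gave as many as 12014 features with an adjusted p-value under 0.05, and the others gave 0 or 1. With 10 splits the share cannot fall under 0.1. With the trend on length and GC content removed, 92.6% of the features past the threshold remained past it, which argues against that trend as the whole cause of the difference.

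The counts past the threshold were within 1.5 times the values in the text with DESeq2's size factors, library size only, the DESeq2 Wald test, the block and the length and GC correction, apart from those named here. Without the expression filter, 4660 features were higher and 4087 were lower. The fits that left out a library gave 3207 to 3501 higher and 2989 to 3554 lower. The filter of at least 10 counts in every library tested fewer features, 22377, and gave 1691 higher and 2148 lower, with 1242 protein-coding and lncRNA genes higher and with 417 lncRNA genes higher and 556 lower. Limma on log2(FPKM + 1) gave 579 higher and 690 lower (309 and 340 for protein-coding and lncRNA genes, 101 and 100 for lncRNA genes), and without its filter 579 and 691 (308 and 341, and 102 and 100). Log2(FPKM + 0.1) gave 1476 higher, 849 protein-coding and lncRNA genes higher and 367 lncRNA genes higher. Pseudocounts shrink the fold changes of low genes by construction. With no expression filter, where more features were tested, 1332 lncRNA genes were higher and 1255 were lower. With an adjusted p-value under 0.05, limma gave 3676 higher on log2(FPKM + 1) and 3623 on log2(FPKM + 0.1).

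The direction of the calls depended on the scaling. Of features with an adjusted p-value under 0.05, 50.7% were higher in Sev with TMM, 38.3% with library size only, 35.4% on log2(FPKM + 1), 35.7% on log2(FPKM + 0.1) and 40.0% on log2(FPKM + 1) without a filter. The median log2 fold change of all features was −0.006 with TMM, −0.15 with library size only, −0.12 on log2(FPKM + 1) and −0.17 on log2(FPKM + 0.1), and small changes should be read against this shift. Of features past the threshold, 48.7% were higher with TMM and 33.2% on log2(FPKM + 0.1).

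The number of chromosomes that differed from the rest was 0 in the text. It was 4 with the DESeq2 Wald test, 2 without the expression filter, 3 on log2(FPKM + 1) with or without a filter, 1 on log2(FPKM + 0.1) and 4 with an adjusted p-value in place of the threshold. The cause was not tested. Over-representation among the features past the threshold was found for 0 of the 10 lists in the text. It was found for 1 list, the immediate early and CREB list, with the DESeq2 Wald test, no expression filter, at least 10 counts in every library and the 3 FPKM settings, and in the leave-one-out fits for 0 to 1 lists, with the 1 without Sev replicate 3. Lists under-represented numbered 6 in the text, 2 with the DESeq2 Wald test and 0 on log2(FPKM + 1) with or without a filter. With protein-coding genes as background in place of all features, 1 list was over-represented, the immediate early and CREB list, and 2 were under-represented, cell cycle and lysosome. The drop from 6 to 2 follows from the lower share past the threshold among protein-coding genes, 16.7% against 23.5%. The cause of the other changes was not tested.

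For the direction of the lists, with fry and the fold changes of DESeq2, ferroptosis (median log2 fold change 0.18), mitophagy (0.18), p53 signaling (0.20) and apoptosis (0.037) came under the limit of 0.05. With fgsea, mitophagy (0.18), apoptosis (0.028) and hypoxia (−0.28) did. With an estimated correlation, the ATF4 targets (0.36) and the immediate early and CREB list (0.24) no longer did, at an adjusted p of 0.721, while fry kept both. Over the alternatives the adjusted p ran from 0.00941 to 0.721 for the ATF4 targets and from 0.00178 to 0.721 for the immediate early and CREB list. Without Sev replicate 2 both lists lost their call (0.32, adjusted p = 0.0527, and 0.24, adjusted p = 0.0742), and the immediate early and CREB list also lost it without control replicate 2 (0.34, adjusted p = 0.0916). In the fits that left out a library, the medians ran from 0.32 to 0.36 for the ATF4 targets, from 0.24 to 0.35 for the immediate early and CREB list, from −0.36 to −0.21 for hypoxia and from −0.005, without Sev replicate 2, to 0.093, without Sev replicate 3, for apoptosis. The ferroptosis median ran from 0.11, without control replicate 1, to 0.23, and the cell cycle median fell to 0.042 without control replicate 1. The lysosome median ran from 0.004, without Sev replicate 2, to 0.060. The cholesterol synthesis median fell to 0.079 without control replicate 1. Hypoxia came under the limit without control replicate 1 (−0.36), without the expression filter (−0.30) and on log2(FPKM + 1) without a filter (−0.36), and its adjusted p ran from 0.00628 to 0.721. The cause was not tested.

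Some medians changed sign with the scaling, and those of ferroptosis and mitophagy stayed above 0 but fell to 0.035 and 0.033 with library size only, 0.051 and 0.038 on log2(FPKM + 1), 0.055 and 0.043 on log2(FPKM + 0.1), and 0.014 and 0.030 on log2(FPKM + 1) without a filter. Over the same 4 settings the medians were 0.16 to 0.22 for the ATF4 targets, 0.059 to 0.10 for the immediate early and CREB list, 0.010 to 0.017 for cholesterol synthesis and −0.44 to −0.36 for hypoxia, and that of p53 signaling was 0.017 with library size only and 0.014 on log2(FPKM + 1) without a filter. The changes of sign were these. With library size only they were −0.042 for cell cycle, −0.12 for apoptosis and −0.098 for lysosome. On log2(FPKM + 1) they were −0.028 for p53 signaling, −0.040 for cell cycle, −0.10 for apoptosis and −0.093 for lysosome, and on log2(FPKM + 0.1) they were −0.031, −0.053, −0.12 and −0.11. On log2(FPKM + 1) without a filter they were −0.022 for cell cycle, −0.077 for apoptosis and −0.085 for lysosome. These scalings also lower the median of all features, except the unfiltered one, where many features are near 0.

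Single genes that changed sign had log2 fold changes near 0 or, for HSPA1A, 1 library apart. With library size only, RHOT2 was −0.081 and BECN1 was −0.13. On log2(FPKM + 1), with or without a filter, RHOT2 was −0.076, BECN1 was −0.12 and AMBRA1 was −0.001, and on log2(FPKM + 0.1) they were −0.084, −0.13 and −0.001. Without the expression filter BECN1 was −0.007. With DESeq2's size factors FIS1 was 0.012 and with the Wald test 0.002. With the length and GC trend removed, HIF1A was 0.17, RHOT2 was −0.094, RRAS was −0.005 and MAPK9 was 0.018. In the fits that left out a library, HIF1A ran from −0.17 to 0.024 (without control replicate 2), FIS1 from −0.079 to 0.085 (without control replicate 2), BECN1 from −0.056 (without control replicate 1) to 0.043, MAPK9 from −0.26 to 0.030 (without Sev replicate 2) and GPX4 from −0.11 to 0.049 (without control replicate 2). HSPA1A ran from −0.89 to 0.13 (without Sev replicate 2). The cause was not tested. Other changes were losses or gains of a call. Of the 69 gene results, 6 lost and 2 gained a call with library size only, and between 3 and 8 lost one in each fit that left out a library.

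The replicate numbers did not pair the samples. The correlations between the deviations of same-numbered libraries from their group means were −0.0072, 0.0035 and 0.027. With the number as a block, 3079 features were higher and 3255 were lower past the threshold, 4 gene results lost and 1 gained a call, and FIS1 was 0.003.

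Depth limits the genes with few counts. BECN2 could not be tested in the filtered fits, and for genes with at most 3 counts in every library of a group only a lower bound on the fold change can be given, computed against 3 counts. The fitted fold changes of such genes are not bounds.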

Differences from the paper's values

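For mRNA and lncRNA genes, the paper reports 4519 upregulated and 3870 downregulated, against 2251 and 2170 protein-coding and lncRNA genes past the same threshold here. Of the alternatives set before the data were examined, the fit without the expression filter gave 3064 higher, within 1.5 times the paper's 4519, and no other alternative did for that direction. For the lower genes, library size only gave 2726, within 1.5 times the paper's 3870, and no other alternative did, including the fit without the filter at 2521. Counted over all tested features, without regard to gene type, 3147 were higher and 3315 were lower, and without the expression filter the counts were 4660 and 4087, the nearest to the paper's numbers of the settings run.

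The paper reports 16 downregulated genes for Fig. 3C, and 10 of the genes labelled there as downregulated were lower here. None of the alternatives set before the data were examined closed this gap.

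In Fig. 2A, the label TPM4 stands at a log2 fold change of about −6.5 in the paper's plot, read by eye, against −0.52 here. CUL4A stands at about −3.8 in Fig. 2A, read by eye, against 0.21 here, and ZNF655 at about −4.7 in Fig. 2A, read by eye, against 0.60 here. The labels stand beside points in the plot, and the reading assumes that each belongs to the nearest one. None of the alternatives set before the data were examined closed these gaps. The alternatives all used values per gene, so they cannot tell whether the plot shows other features. The labels TRIB1, PER2 and PHF24 stand at about 1.8, 1.8 and 6.5 in Fig. 2A, read by eye. Their log2 fold changes here were near these values, at 1.85, 1.75 and 6.65.

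The paper's GSEA plot for mitophagy reaches an enrichment score of about −0.46 in Fig. 3B, read by eye, against 0.41 here. The plot does not say which group stands at which end of the ranking, and the gene set is not the list used here. No alternative was run for this score.

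The paper states that ATF4 was second among the upregulated genes. Here ATF4 ranked 3 among the tested genes labelled in Fig. 3C, after BCL2L1 and MITF. It ranked 2 without Sev replicate 1 and with limma on log2(FPKM + 1), with or without a filter. It ranked 4 or 5 in 5 other fits set before the data were examined. With the length and GC trend removed, ATF4 (0.992) was also under MITF (1.255), RRAS2 (1.167) and BCL2L1, which was at least 1.424 in every alternative. Its rank in that fit was not computed. The paper draws TFE3, UBB, HRAS, TBC1D17, USP15 and BCL2L13 as downregulated, and their log2 fold changes were 0.30, 0.26, 0.34, 0.37, 0.21 and 0.24 here. It draws RHOT1, OPTN, MAPK9 and FIS1 as upregulated, and theirs were −0.36, −0.11, −0.077 and −0.002, with FIS1 above 0 under 5 alternatives, and MAPK9 above 0 without Sev replicate 2 and with the length and GC trend removed, a setting chosen after seeing the values. In the legend of Fig. 2, purple marks the upregulated RNAs, while in the plot's own key purple marks the downregulated ones.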

Other observations

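The tests in this part on normalization, on the hypoxia list, on the immediate early and CREB list, on overlapping genes, on the summed share of the 7SL features and on a batch were chosen after the result was seen, and the others were set before.

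The paper measures CHAC1 as a protein, in cells treated with Sev and ATF4 siRNA. In the sequencing of U251 cells without siRNA, CHAC1 mRNA (chromosome 15, 40952962 to 40956519) rose from 8.51 ± 1.59 CPM (SD, n = 3) to 33.3 ± 2.54 CPM (SD, n = 3), a log2 fold change of 1.97 (standard error 0.15, adjusted p = 0.00013, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 Sev libraries than in any control library. With the trend on gene length and GC content removed, the larger adjusted p of ATF4 and CHAC1 was 0.000169. With library size only or DESeq2's size factors in place of TMM, the smaller log2 fold change of the 2 genes was 0.93. Both values argue against length, GC content or normalization as the whole cause of the rise of these genes, and a response of the cells to Sev at 2 h remains as a hypothesis, since a batch that follows the groups is not excluded by the design.

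Several other genes of the endoplasmic reticulum stress response that the paper discusses were higher as well, but not all. EIF2AK3, the gene of PERK, did not differ beyond the error (log2 fold change −0.049, standard error 0.137, adjusted p = 0.797). EIF2S1, the gene of eIF2α, had a log2 fold change of 0.751 (standard error 0.103, adjusted p = 0.00109). DDIT3 had a log2 fold change of 1.07 (standard error 0.12, adjusted p = 0.00049), HSPA5 of 0.82 (standard error 0.080, adjusted p = 0.000298) and ATF3 of 0.71 (standard error 0.077, adjusted p = 0.000435). NOTCH3 rose from 1.20 ± 0.531 to 9.66 ± 0.917 CPM. MIB2 was at −0.48 (adjusted p = 0.0913) and at −0.74 without Sev replicate 2 (adjusted p = 0.00766). It came under the limit of 0.05 in 5 of 16 alternatives, with adjusted p-values from 0.00766 to 0.228. GAPDH, the paper's internal standard for qRT-PCR, was at 0.16 (adjusted p = 0.3) and at 0.050 without control replicate 1, with adjusted p-values from 0.156 to 0.947 over the alternatives.

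Over the ATF4 targets list, 22 of 48 tested genes were higher and 6 were lower with an adjusted p-value under 0.05, or 24 and 7 adjusted over the list alone. The median log2 fold change was 0.36 (camera adjusted p = 0.0249), and without Sev replicate 2 it was 0.32 (adjusted p = 0.0527). The median lay at percentile 99.92 of 10000 random lists matched on expression, which argues against a shift of all genes of like expression. With the length and GC trend removed, the unadjusted camera p was 0.00256, against that trend as the whole cause. DDIT4, which is counted among the ATF4 targets, went against the list, and its log2 fold change lay between −3.21 and −2.97 over the alternatives. The list shares the direction of ATF4 mRNA, but whether ATF4 acts on these genes was not tested by these libraries.

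The hypoxia list moved the other way. Of 32 genes, 4 were higher and 13 were lower with an adjusted p-value under 0.05, by both ways of adjusting, and the median log2 fold change was −0.28. Camera did not call it after adjustment (adjusted p = 0.112, unadjusted p = 0.0343), while its median lay at percentile 0.01 of the matched random lists, which argues against a shift of all genes of like expression. A candidate explanation is that the Sev cultures were less hypoxic than the controls. Of 10 target genes of hypoxia-inducible factor, chosen after the values were seen, 6 were lower with an adjusted p-value under 0.05, among them PFKFB4 (−1.37), EGLN3 (−1.20), PDK1 (−1.07) and VEGFA (−0.98). Only 1 was higher, ADM (1.07, adjusted p = 0.0112). Less hypoxia and an effect of Sev on this pathway cannot be told apart here, since oxygen was not measured in these data, any difference in it between the cultures would follow the groups, and single target genes can have other regulators. The paper describes no such difference. HIF1A mRNA itself had a log2 fold change of −0.055.

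The immediate early and CREB list had 17 genes higher and 5 lower of 38, by both ways of adjusting, with a median log2 fold change of 0.24 (camera adjusted p = 0.0249), and 34.2% of its genes were past the threshold. Its median lay at percentile 94.45 of the matched random lists, inside their central 95%, so for the median a shift of all genes of like expression is not excluded. The share past the threshold, in either direction, was above the 16.7% of protein-coding genes (Fisher's exact test, adjusted p = 0.0253) and above the mean of 7.08% in random lists of protein-coding genes matched on expression. In such random lists as many genes were past the threshold in 2.38% of draws for the ATF4 targets and 1.19% for hypoxia, without adjustment over the lists, while against all protein-coding genes neither differed (adjusted p = 0.775 and 0.592). The call was lost without control replicate 2 (0.34, adjusted p = 0.0916) and without Sev replicate 2 (adjusted p = 0.0742). The cholesterol synthesis list had 4 genes higher and 3 lower of 24, a median of 0.15 (camera adjusted p = 0.482) and 0 genes past the threshold, fewer than among all features (Fisher's exact test, adjusted p = 0.00548) but not than among protein-coding genes after adjustment (adjusted p = 0.0583). The 13 mitochondrial protein-coding genes had a median of −0.003, with 1 higher and 2 lower at an adjusted p-value under 0.05. Outside the lists and the rule for named genes, and chosen after their values were seen, SMAD7 (3.23), NOG (2.82) and SGK1 (2.65) had large log2 fold changes. No explanation was tested for these.

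The paper's Western blots show more transferrin and ferritin and less GPX4 protein with Sev. The antibody that the paper lists is against the transferrin receptor. At the mRNA level the transferrin gene TF was lower (−0.77, adjusted p = 0.0336), with a call that was lost in 4 of the 6 fits that left out a library. The receptor gene TFRC was higher (0.48, adjusted p = 0.0382), and so was FTL of the ferritin genes, each with a call that was lost in 5 of those 6 fits, and GPX4 was within the replicate error. The sequencing measures mRNA after 2 h and not protein. HSPA1A, the gene of the HSP70 protein, was at 57.5 and 61.5 CPM in Sev replicates 1 and 3 but at 1.04 CPM in Sev replicate 2, while its near-identical neighbour HSPA1B was at 102, 111 and 109 CPM. HSPA1A is 1 of 24 features, 5 of them MSTRG loci, that were near 0 or abundant in a single library against the rest of its group by at least 10-fold. These made 29 pairs of a library and a feature, of which 12 had an overlapping gene on the same strand. In 9 of the 12 the overlapping genes moved the opposite way (exact binomial p = 0.146), and in 7 of these by an amount within 1.5 times the feature's own. In the other libraries of the same groups the overlapping genes made such a change in 1 of 24 cases (exact p = 0.00259 over the choice of the library in each of the 12 pairs). For these 7 pairs a candidate explanation is that reads were assigned to the overlapping gene in place of the feature, or the reverse. The other 5 of the 12 pairs remain unexplained. So do the 17 pairs without an annotated overlapping gene, HSPA1A among them, apart from 4 pairs of 7SL RNA features. For these 4, the last paragraph of this part gives a test. Some of the 17 pairs are MSTRG loci, which have no position, so an overlap could not be looked up for them.

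A region of chromosome 9 held several of the largest changes. This was noticed after the values were seen. Between 34957608 and 35045991, PHF24, C9orf131 and ENSG00000279489 (log2 fold change 4.22) rose from under 1 CPM. So did DNAJB5-DT (6.73) and ENSG00000273597 (4.98), both on the minus strand. DNAJB5, expressed at 12.9 CPM in control cells, had a log2 fold change of 2.62. It ends 3013 bases upstream of ENSG00000279489, on the plus strand. PHF24 had no gene of at least 5 CPM ending within 50 kb upstream on its strand. If the counting used the strand, transcription past the end of DNAJB5 would not account for PHF24 or the minus-strand genes. The minus-strand genes have an upstream neighbour on their own strand, ENSG00000279608 (log2 fold change 3.41). It lies 35631 bases from ENSG00000273597 and 49246 bases from DNAJB5-DT. Transcription past the end of ENSG00000279608 remains a candidate for both. Its own values are uncertain, since it overlaps C9orf131 on the opposite strand. ENSG00000273597 overlaps ENSG00000279489 on the opposite strand, so the values of both are uncertain. No test was made for this region apart from that of all nearly silent genes.

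Copies of the 7SL RNA divided the libraries in a way that crosses the groups. RN7SL4P took 0.228%, 0.252% and 0.314% of the counts in control replicates 1 and 2 and Sev replicate 2, and between 0.00556% and 0.0108% in the others, while an MSTRG locus took 1.11% to 1.54% in the others and almost none in these. The share summed over RN7SL1, RN7SL2, RN7SL4P and this locus had a ratio of 1.11 between the 2 sets of libraries and did not separate them, which is consistent with reads of near-identical copies being assigned to different features. Between the groups, the same sum was higher in Sev, at 4.19%, 3.77% and 3.12% against 2.54%, 2.96% and 2.96% in the controls. The cause of this difference was not tested. A batch that shifts many genes was tested by fitting the split of the libraries by RN7SL4P beside the difference between Sev and control. The split gave 4 features with an adjusted p-value under 0.05, of which 3 were 7SL features (RN7SL4P, RN7SL3 and the MSTRG locus) and 1 was another gene, GPRASP3. The 8 other splits that mix the groups gave 0 to 3. At an unadjusted p under 0.05 it gave 1036 features, and the other splits gave 508 to 1803. The counts of 500 random genes were then halved in control replicates 1 and 2 and Sev replicate 2. The same fit called 145 genes, 132 of them halved ones, so a batch of that size would have been seen. This argues against a batch that shifts as many genes by as much. A batch that shifts few genes, or many genes by smaller amounts, remains open, since smaller shifts were not simulated. The features of 7SL RNA should therefore not be read one by one.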
